A study of Mus musculus with 8 samples.

How the data were processed

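Nuclei of the dorsal telencephalon of embryonic day 15.5 mice were profiled with the 10x Genomics 3′ chemistry, version 2, per the labels' protocols. The 8 samples fall into 4 wildtype and 4 Pantr2 knockout samples by their labels, with replicate numbers 1 to 4 in each group. The values used are the UMI counts per gene and nucleus that the authors deposited for each sample, whole numbers that were not normalised, per the file headers. The aligner, the counting software and the filters on nuclei are not stated in the labels or the file headers. All 8 samples carry the same table of 14166 genes, 1 of which has no symbol. The deposited totals per nucleus lie between 0.65% and 0.96% above the matrix sums of a sample, so genes were removed after those totals were taken. The gene table does not name its genome build. Its positions differ from those of the GENCODE M21 annotation on GRCm38 and were taken as GRCm39. They were never mixed with positions from GENCODE M21. The counts of Pantr2 and of Pou3f3, a neighbour on the fixed gene list, were not analysed here, so the test planned for the targeted gene was not run.

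The authors' deposited tables of nuclei also give a cluster number, a group number, doublet scores and a cell cycle angle for each nucleus. The deposited doublet scores are scores with no fixed unit, and every hybrid doublet score is at or under 0.5, so nuclei above that had been removed before deposit and no further doublet caller was run. The angle is another deposited value, in radians, named per the file headers after the tricycle method. All deposited nuclei were kept. The depth was 20446698 to 34083796 UMIs per sample and 1496 UMIs or more per nucleus. UMIs count molecules, and the counting intervals given cover counting error only.

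The 7 deposited clusters were used as they stand. A cluster was named after the class with the most markers at their highest level there, with at least 3 markers at 10 CPM or more and 1.5 times the median of the other clusters, from marker lists fixed before the data were examined. The thresholds of this naming rule were set after the files were opened. A cluster stayed unnamed where its 10 leading genes held more markers of another class. A marker gene and the list sum that rests on it are not reported here. CPM were computed here from the deposited counts as UMIs scaled to a common total per sample, with TMM factors in the comparisons of genes and without them in sums of several genes and in the naming of clusters.

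UMIs were summed per sample over all nuclei and within each cluster, and knockout was compared with wildtype with edgeR 4.0.16 (R 4.3.3): TMM normalisation, filterByExpr, glmQLFit and glmQLFTest with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a fit, with a threshold of 0.05. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. A cluster was tested if every sample held at least 50 nuclei of it, which held for all 7. Each fit was tested on simulated counts of the same samples with 200 genes changed by a log2 fold change of 1: 92% of them were recovered over all nuclei (13927 genes simulated), 90.5% in cluster 1, 85.5% in cluster 2, 92% in cluster 3, 86% in cluster 4, 89% in cluster 5, 77.5% in cluster 6 and 84% in cluster 7. The clusters were simulated with 11664, 11538, 11890, 11935, 10595, 10522 and 10548 genes in that order.

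The named genes followed a rule fixed before the data were examined. Called genes with a mean of at least 10 UMIs per sample and no overlap between the groups were ranked by log2 fold change, and 5 in each direction were named over all nuclei and 3 in each direction per cluster. A fold against a group with 0 UMIs was computed against 3 UMIs. For 1 to 3 UMIs the ratio is given with its 95% exact binomial interval. Near-identical copies of the 10 genes named over all nuclei were searched with blastn 2.17.0 among the GENCODE M21 transcripts. Genes named only within a cluster were not searched for copies, and overlaps of named genes with other genes were not checked, so shared UMIs remain possible there.

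Shares of nuclei were compared with exact two-sided permutation tests over the 70 arrangements of the 8 samples, adjusted over the clusters. Phases were scored with scanpy 1.11.5 from published lists of S (41 of 43 genes found) and G2/M genes (54 of 54 found), after each nucleus was thinned at random to 1400 UMIs. The smallest two-sided p of these tests is 0.0286. No library or sequencing batch was compared, since neither the labels nor the file headers used here name one.

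The samples of both groups share replicate numbers in the labels. Whether these numbers pair the samples was checked with the correlation, across genes, of the deviations of same-numbered samples from their group means. These correlations were 0.398, 0.185, 0.192 and 0.179 for numbers 1 to 4, each over the threshold of 0.1 set for pairing. The 12 pairs with different numbers gave between -0.356 and 0.287, and 3 of them were over 0.1 too. The labels do not say what a number stands for. The reported fits and tests leave the numbers out, and the fit with the replicate number as a block was run as an alternative.

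The alternatives fixed before the data were examined were median-of-ratios (RLE) size factors, no filter on low counts, the DESeq2 1.42.0 Wald test, the replicate number as a block, Xist (log2 of CPM + 1) as a covariate, nuclei with at least 1000 genes, leaving out each sample in turn, a logit scale, sign-flip and edgeR tests of the shares, and unthinned phases. Doublet scores under 0.25 and phases from the deposited angle were added after the data were seen.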

Results

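Single-nucleus RNA sequencing was carried out on dorsal telencephalon, the embryonic tissue that forms the cerebral cortex, from E15.5 mouse embryos, an age at which cortical neurons are still being born. Pantr2 is a long noncoding RNA gene, and the 8 samples comprised 4 wildtype and 4 Pantr2 knockout samples, all of the strain C57BL/6J by their labels. Nuclei were counted with a droplet method that tags each captured transcript with a unique molecular identifier (UMI), so that each UMI stands for 1 transcript molecule. The count tables held 67319 nuclei, of which 33781 were wildtype and 33538 knockout. Each sample held between 7280 and 10921 nuclei and between 20446698 and 34083796 UMIs. The median number of UMIs per nucleus lay between 2645 and 2891 in the wildtype samples and between 2570 and 2905 in the knockout samples. No nucleus held fewer than 1496 UMIs. Mitochondrial genes took between 1.66% and 2.32% of the UMIs of a sample.

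In a knockout design the targeted gene checks the sample labels, but the Pantr2 counts were not analysed here, so the genotype of each sample rests on its label alone. Both genotypes held samples of both sexes by their transcripts. Xist gave between 77 and 128 UMIs in wildtype replicates 1, 2 and 3 and in knockout replicates 2 and 3. It gave 0 UMIs in wildtype replicate 4 and in knockout replicates 1 and 4, where 4 genes of the Y chromosome gave between 7522 and 9373 UMIs.

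The authors' deposited annotation placed every nucleus in 1 of 7 numbered clusters. Names were given from marker genes fixed beforehand. Cluster 1 (14604 nuclei) was called upper-layer excitatory neuron-like from Cux2, Pou3f1 and Cux1. These gave 628, 79.4 and 525 CPM there, against 526, 60.2 and 455 CPM in the next highest cluster. Rorb, of the same marker list, was highest in cluster 2. Cluster 2 (11679 nuclei) was called deep-layer excitatory neuron-like from Bcl11b, Fezf2, Ldb2 and Sox5, and cluster 3 (11583 nuclei) received the same name from Tle4, Foxp2, Tbr1 and Hs3st4. Cluster 4 (10948 nuclei) was called apical progenitor-like from 12 markers, Pax6, Hes5 and Vim among them. Cluster 5 (7826 nuclei) was called intermediate progenitor-like from 6 markers, Eomes and Neurog2 among them. It also held the highest level of 3 markers of immature migrating excitatory neurons, Unc5d among them. Mki67 and Top2a, transcripts of cycling cells, gave 18.1 and 27.4 CPM there. They gave 14.6 and 26.6 CPM in cluster 1 and 132 and 410 CPM in cluster 4. The name thus does not mean that most nuclei of cluster 5 are dividing progenitors. Clusters 6 (5479 nuclei) and 7 (5200 nuclei) had fewer than 3 markers of any 1 class and stayed unnamed. Tafa1, Tafa2 and Nell1 led cluster 6, and Gm32647, Zfp385b and Kctd16 led cluster 7. These names were rebuilt from markers and can differ from the study's own. The deposited annotation puts clusters 1 and 2 in the same group, among 6 groups, so the different names of these 2 clusters rest on markers alone.

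Gene expression was first compared over whole samples. This comparison asked which genes differ between knockout and wildtype over all nuclei of a sample. Of 13927 genes tested, 732 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 233 of them higher and 499 lower in the knockout samples. Such genes are referred to below as called. Over the alternatives tried, the count lay between 263, without knockout replicate 3, and 1344, with the replicate number as a block. It was 286 without knockout replicate 2 and 362 without wildtype replicate 4.

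**Figure D1:**
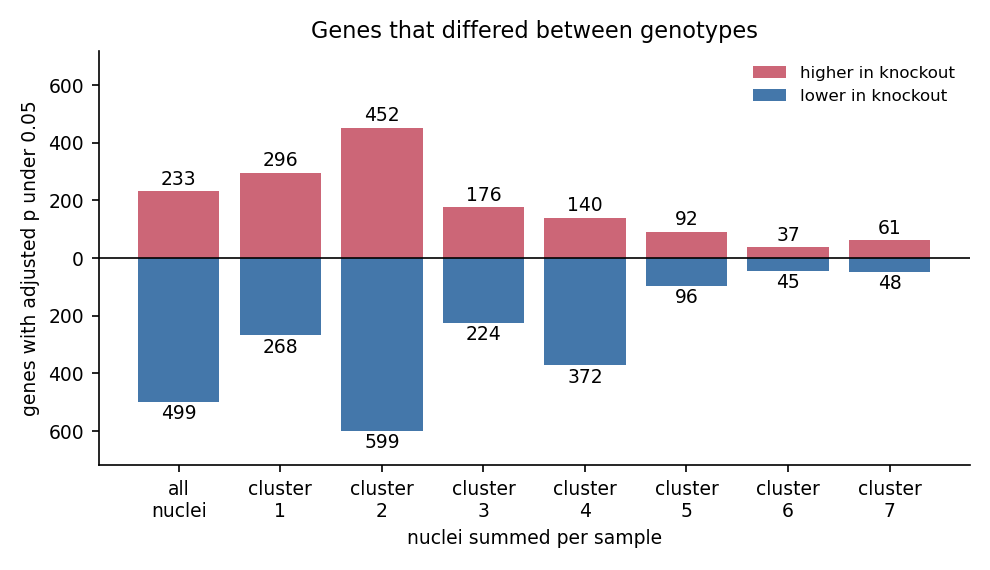
Number of genes with an adjusted p-value under 0.05 (vertical axis) in the comparison of 4 knockout with 4 wildtype samples, over all nuclei and within each of the 7 clusters (horizontal axis); red bars above 0 count genes higher and blue bars below 0 genes lower in the knockout samples. Cluster 2 gave the most called genes, 452 higher and 599 lower, and cluster 6 the fewest, 37 higher and 45 lower.

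The genes named in detail are those with the largest changes among called genes whose samples did not overlap between the groups. Positions are those of the deposited gene table, which were taken as GRCm39. The largest increase was that of Gm28438 (ENSMUSG00000101939; chromosome 1, 24651856 to 24652200), from 0.0692 ± 0.0380 to 247 ± 111 CPM (UMIs per gene scaled to a common library total with TMM factors; mean ± SD, n = 4 per group). Its log2 fold change was 11.70 ± 0.51 (SE) with an adjusted p of 1.01e-06 by edgeR. mt-Nd3 (ENSMUSG00000064360), on the mitochondrial genome from 9459 to 9806, showed the largest decrease, from 193 ± 114 to 2.65 ± 1.27 CPM. Its log2 fold change was -6.16 ± 0.56 with an edgeR-adjusted p of 2.39e-04. The 2 genes share 345 aligned bases with 1 mismatch, so the level of either gene alone is uncertain.

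Gm9347 (ENSMUSG00000110126; chromosome 7, from 136412638) gave 2 UMIs in the wildtype samples together and 633 in the knockout samples. The ratio of UMIs per library total was 321, with a 95% exact binomial counting interval of 88.4 to 2650. Tpm3-rs7 (ENSMUSG00000058126; chromosome 14, 113552040 to 113554186) rose from 0.361 ± 0.164 to 38.4 ± 4.63 CPM, a log2 fold change of 6.69 ± 0.20 with an edgeR-adjusted p of 1.23e-07. The transcripts of Gm9347 and Tpm3-rs7 were 97.4% and 99.1% identical to those of Phgdh and Tpm3 over their aligned stretches, so UMIs could be split between each pair and these levels are uncertain. Dnajc22 (ENSMUSG00000038009) rose from 0.611 ± 0.323 to 42.0 ± 0.858 CPM, a log2 fold change of 6.10 ± 0.20 with an edgeR-adjusted p of 2.22e-07. C1ql4 (ENSMUSG00000001076) rose from 0.121 ± 0.0902 to 7.04 ± 0.799 CPM, a log2 fold change of 5.83 ± 0.27. Dnajc22 and C1ql4 start at 98991051 and 98981967 on chromosome 15.

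Among the genes lower in the knockout samples, Gm13307 (ENSMUSG00000085730; chromosome 4, from 41893278) fell from 8.57 ± 1.66 to 0.262 ± 0.128 CPM. Gm17167 (ENSMUSG00000091542; chromosome 4, from 42206998) fell from 110 ± 14.2 to 17.1 ± 2.79 CPM. Gm13307 had 10 and Gm17167 had 21 other transcribed copies over 95% identical across at least 100 bases, so both levels are uncertain. Nts (ENSMUSG00000019890; chromosome 10, from 102317617) fell from 2.33 ± 0.589 to 0.274 ± 0.370 CPM. Its log2 fold change was -3.25 ± 0.61 with an edgeR-adjusted p of 0.0155, which lay between 0.00256 and 0.0594 over 15 alternatives and was 0.0594 without knockout replicate 3. Sfta3-ps (ENSMUSG00000112343; chromosome 12, from 56535106) fell from 1.11 ± 0.393 to 0.151 ± 0.117 CPM, with an edgeR-adjusted p of 0.0103. The other 9 of these 10 genes stayed called under each of the 15 alternatives.

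Called genes were not spread evenly over the genome. Of 265 windows of 10 Mb tested, 10 held more called genes than their share (one-sided hypergeometric test across genes, which are not independent replicates, with an adjusted p under 0.05), and these held 128 of the 732 called genes (17.5%) but 3.89% of the genes tested. Tpm3-rs7, Dnajc22 and C1ql4 lie in such windows, as do Mcmdc2, Dok2, Gfra2 and Gm42743, which are named within clusters.

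**Figure D2:**
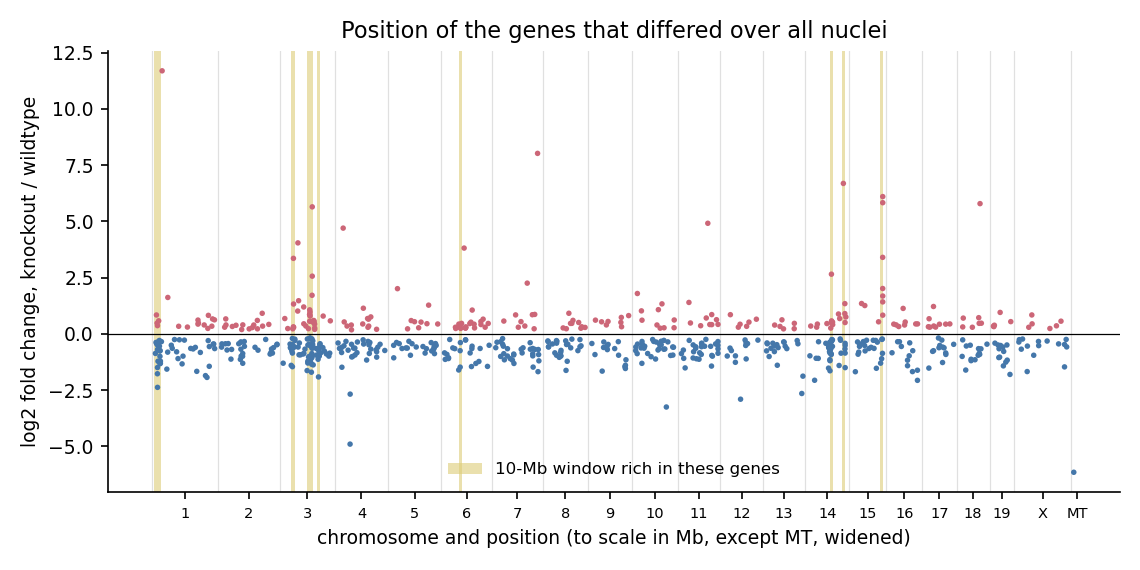
Log2 fold change between knockout and wildtype (vertical axis) of the called genes over all nuclei that lie on chromosomes 1 to 19, X and MT, by position along the genome in Mb (horizontal axis, MT widened); red points were higher and blue points lower in the knockout samples, and yellow bands mark the 10 windows of 10 Mb that held more called genes than chance. The bands lie on chromosomes 1, 3, 6, 14 and 15 and hold 128 of the 732 called genes.

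Within clusters the same comparison was made on UMIs summed per sample and cluster. In cluster 1, 564 of 11664 genes tested were called, a count that fell to 335 without knockout replicate 3 and to 358 without knockout replicate 2. Cluster 2 gave 1051 called genes of 11538 tested. Cluster 3 gave 400 of 11890 and, with the replicate block, 652. Its count was 192 without knockout replicate 3, 234 without knockout replicate 2, 246 without wildtype replicate 4 and 260 without wildtype replicate 1. Cluster 4 gave 512 of 11935, 140 higher and 372 lower, and its count was 316 without wildtype replicate 1. Cluster 5 gave 188 of 10595. Leaving out wildtype replicate 4 gave 101 there, knockout replicate 2 gave 115 and wildtype replicate 1 gave 121. Cluster 6 gave 82 of 10522. Leaving out knockout replicate 3 gave 51 there, knockout replicate 2 gave 52 and knockout replicate 1 gave 148, and the replicate block gave 253. Cluster 7 gave 109 of 10548, and its count was 63 without knockout replicate 2, 71 without wildtype replicate 4 and 255 with the replicate block. Numbers of nuclei and the recovery of simulated changes differ between clusters, so these counts do not rank the clusters by the size of their response. In all, 1741 genes were called in at least 1 cluster and 668 in at least 2, of which 616 moved in the same direction wherever they were called. All 7 clusters shared 23 called genes, 12 higher and 11 lower.

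Gm28438 and mt-Nd3 were among the named genes of every cluster. Gm28438 gave at most 2 UMIs in the wildtype samples of any cluster, against 1701 in cluster 6 and 5357 in cluster 1 of the knockout samples. The log2 fold change of mt-Nd3 lay between -5.70 in cluster 5 and -7.53 in cluster 6. C1ql4 gave 0 UMIs in the wildtype samples of clusters 1, 2 and 3 and was at least 43.7-fold, 35.2-fold and 59.9-fold higher in the knockout samples, taking 3 UMIs as the limit that a count of 0 allows. Gm9347 was at least 33.9-fold higher in cluster 3 and at least 48.2-fold higher in cluster 4. Gm42743 was at least 25.5-fold higher in cluster 5 and at least 27.6-fold higher in cluster 7, from 0 UMIs in the wildtype samples. Dnajc22 was named in clusters 1, 2 and 6, with log2 fold changes of 6.71, 7.32 and 6.22. Tpm3-rs7 was named in clusters 4, 5, 6 and 7, and its log2 fold change was 6.41 in cluster 4.

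Of the named genes that were lower within clusters, Kcnip4 (ENSMUSG00000029088; chromosome 5, from 48546844) fell in cluster 2 from 330 ± 168 to 28.9 ± 10.0 CPM. Its log2 fold change was -3.52 ± 0.38 with an edgeR-adjusted p of 9.48e-05. Unc5c (ENSMUSG00000059921; chromosome 3, from 141170977) fell there from 142 ± 60.5 to 12.9 ± 3.73 CPM, with a log2 fold change of -3.45 ± 0.31 and an edgeR-adjusted p of 2.20e-05. Isl1 in cluster 1 had a log2 fold change of -3.14 ± 0.52 with an edgeR-adjusted p of 0.00253. Nts in cluster 3 changed by -3.85 and Mcmdc2 by -2.83 in cluster 3 and -2.26 in cluster 5 on the log2 scale. Sfta3-ps in cluster 4 gave 86 UMIs in the wildtype and 2 in the knockout samples, a ratio of 58.2 with a 95% exact binomial counting interval of 15.6 to 489. Dok2 fell by 2.31 on the log2 scale in cluster 6 and Gfra2 by 2.62 in cluster 7. Gm13307 gave 178 UMIs in the wildtype and 0 in the knockout samples of cluster 1, at least 63.4-fold lower in the knockout samples, and its log2 fold change in cluster 4 was -4.66. Gm17167 was named in clusters 5, 6 and 7, with log2 fold changes of -2.83, -2.54 and -3.23. Each of these genes stayed called in its cluster under each of the 13 alternatives.

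A list of 12 genes was fixed before the data were examined: genes around the targeted locus on chromosome 1, and Nfix and Rgs6, which the study is known to discuss. Of these, Pantr2 and Pou3f3 were not analysed here, and the counts below cover the other 10. Over all nuclei none of the 10 was called, although Gm20646, beside the listed gene Pantr1 but not on the list, was (described at the end). Of the 10, 2 had an unadjusted p under 0.05. Over the 8 fits together, 4 calls were made when adjusting over all genes tested and 6 when adjusted over the list alone. With the replicate block these counts were 9 and 14, and with Xist as a covariate 7 and 11. The count of 4 was 2 without wildtype replicate 1 or 4 or knockout replicate 2 or 3, and 7 without knockout replicate 1. The count of 6 was 3 without wildtype replicate 1 and 10 without wildtype replicate 3. Since the study picked Nfix and Rgs6 on these samples, their values adjusted over the list alone are not independent evidence.

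Pantr1 (ENSMUSG00000060424; chromosome 1, 42629942 to 42734002), a neighbouring noncoding gene, made 3 of the 4 calls. In cluster 1 it fell from 914 ± 94.0 to 483 ± 74.8 CPM, a log2 fold change of -0.92 ± 0.10 with an edgeR-adjusted p of 7.68e-05. In cluster 2 it fell from 209 ± 34.1 to 121 ± 34.4 CPM, a log2 fold change of -0.80 ± 0.17 with an edgeR-adjusted p of 0.00907. In cluster 5 it fell from 1083 ± 164 to 771 ± 52.2 CPM, a log2 fold change of -0.49 ± 0.10 with an edgeR-adjusted p of 0.0194. The cluster 5 call was lost in 4 of the 8 fits that left out a sample (without wildtype replicate 1 or 4, or knockout replicate 2 or 3), where the edgeR-adjusted p reached 0.0721. In cluster 4 the levels were 836 ± 29.5 and 851 ± 49.7 CPM, which differed by less than the spread between replicates. The log2 fold change was 0.01 in cluster 3, -0.50 in cluster 6 and -0.15 in cluster 7, with edgeR-adjusted p-values of 0.990, 0.457 and 0.914. Over all nuclei it was -0.28 ± 0.11 with an edgeR-adjusted p of 0.202. Over all nuclei the edgeR-adjusted p lay between 0.0411, with the replicate block, and 0.424 over 15 alternatives, and it was 0.0451 without wildtype replicate 3. In cluster 6 it lay between 0.0228, with Xist as a covariate, and 0.757 over 13 alternatives, and it was 0.0361 with the replicate block.

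**Figure D3:**
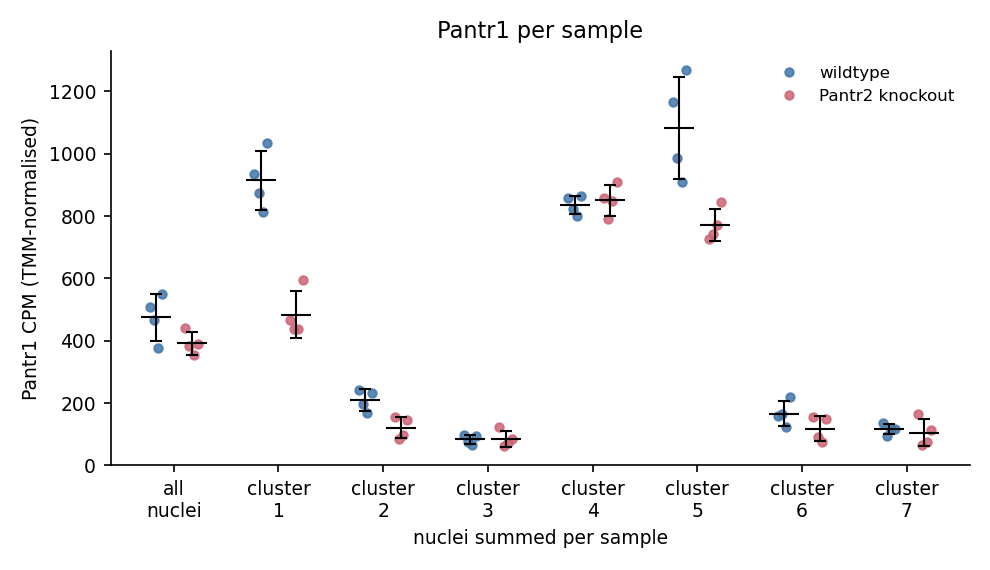
TMM-normalised CPM of Pantr1 (vertical axis) in each of the 4 wildtype (blue) and 4 knockout (red) samples, over all nuclei and within each cluster (horizontal axis); black bars give the mean and SD. The groups do not overlap in clusters 1, 2 and 5, and the cluster 4 means are 836 and 851.

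Whether the change of Pantr1 differs between clusters was tested against cluster 4, a reference chosen after the values were seen. The log2 changes in clusters 1, 2 and 5 lay below that in cluster 4 by differences of -0.95, -0.82 and -0.50, each with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 samples allow. Adjusted over the 12 such tests run for Pantr1 and Rgs6, these p-values came to 0.114. An adjusted value under 0.05 needs at least 7 of the 12 tests at the smallest p, and the 6 tests of Pantr1 alone could not have brought it below 0.0571, so this correction does not decide whether the clusters differ.

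Rgs6 (ENSMUSG00000021219; chromosome 12) made the fourth call. In cluster 2 it rose from 948 ± 91.5 to 1214 ± 176 CPM, a log2 fold change of 0.36 ± 0.10 with an edgeR-adjusted p of 0.0373. This call was lost in 5 of the 8 fits that left out a sample (without wildtype replicate 1, 2 or 4, or knockout replicate 2 or 3), where the edgeR-adjusted p reached 0.108. Over all nuclei its log2 fold change was 0.02 ± 0.12. In clusters 5 and 1 it was 0.80 ± 0.38 and 0.27 ± 0.12, with edgeR-adjusted p-values of 0.517 and 0.247. In cluster 4 it was -0.41 ± 0.39 with an edgeR-adjusted p of 0.675. The gene was called there only with Xist as a covariate, at -0.84 with an edgeR-adjusted p of 0.0156, against up to 0.908 over the 13 alternatives. The log2 change of Rgs6 in cluster 5 lay above that in cluster 4 by 1.37. Its exact permutation p was 0.0571, and 0.171 after adjustment over the 12 tests. Nfix was not called in any of the 8 fits, and its unadjusted p was under 0.05 in 3 of them. Over all nuclei its log2 fold change was 0.27 ± 0.10 with an edgeR-adjusted p of 0.174, which lay between 0.0131, with the replicate block, and 0.397 over 15 alternatives. In cluster 2 the log2 fold change of Nfix was 0.32, with an edgeR-adjusted p of 0.0799 over all genes and 0.0286 adjusted over the list alone. With the replicate block Nfix was called in clusters 1 and 2, with edgeR-adjusted p-values of 0.0350 and 0.00481, against highest values of 0.684 and 0.232 over 13 alternatives. Nfix was called in cluster 2 also without wildtype replicate 3 (0.0117) or knockout replicate 1 (0.0496), and in cluster 4 without knockout replicate 1 (0.0346).

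The other 7 genes, Mrps9, Gpr45, Tgfbrap1, AI597479, Fhl2, Nck2 and Uxs1, gave 0 calls in 55 comparisons, of which 5 had an unadjusted p under 0.05. Their log2 fold changes over all nuclei lay between -0.23 and 0.09. Gpr45 in cluster 2 passed at 0.0286 when adjusted over the list alone. Over all genes its edgeR-adjusted p there was 0.0936 and lay between 0.00881, with Xist as a covariate, and 0.262 over 13 alternatives. It was 0.0489 without knockout replicate 1.

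Shares of nuclei were tested between genotypes in all 7 clusters. Mean shares are given only for cluster 6, where 0 of the 10 genes that lead the cluster were called and 3 had an unadjusted p under 0.05. In clusters 1 to 5 and 7, between 1 and 6 of the 10 leading genes were called, so a change in share there cannot be parted from a change in the genes that define the cluster. The tests of these 6 clusters gave exact two-sided permutation p-values from 0.286, in cluster 4, to 0.971, in cluster 1. None passed the adjustment, whose lowest value was 0.933 and 0.400 over 13 alternatives, nor edgeR's test (lowest adjusted p of 0.361). In cluster 4 each knockout sample had a higher share than the wildtype sample of the same number. The wildtype shares were 20.2%, 13.7%, 9.69% and 12.9% for numbers 1 to 4, and the knockout shares 25.5%, 19.6%, 15.2% and 13.1%. A sign-flip test over 4 pairs cannot go below a p of 0.125, so it cannot decide whether this pattern is chance. Cluster 6 held 10.5% ± 1.54 (SD, n = 4) of the wildtype nuclei and 5.85% ± 1.61 of the knockout nuclei. The difference was -4.62 percentage points, and every knockout sample lay below every wildtype sample. The exact two-sided permutation p was 0.0286, the smallest this design allows, and 0.200 after adjustment over the 7 clusters, which no single cluster could have brought below 0.05. In edgeR's test on the numbers of nuclei, the log2 change was -0.84 with an adjusted p of 0.00514.

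The study's question concerned progenitors, so cell cycle phases were compared in clusters 4 and 5 with every nucleus thinned to 1400 UMIs. No nucleus was shallower than that. In cluster 4 the share of nuclei in S phase was 32.1% ± 0.402 (SD, n = 4) in the wildtype and 35.6% ± 1.10 in the knockout samples. The difference of 3.50 percentage points had an exact permutation p of 0.0286, the smallest possible, and 0.171 after adjustment over the 6 phase and cluster combinations, which no single combination could have brought below 0.05. Without thinning, the shares were 34.6% and 38.5%. The share in G1 was 24.9% ± 3.67 and 22.5% ± 4.56 (exact permutation p of 0.371), and the share in G2/M was 43.0% ± 3.86 and 41.9% ± 3.56 (exact permutation p of 0.657). Without thinning, G1 took 22.7% and 19.8%, and G2/M 42.7% and 41.7%. In cluster 5, G1 took 87.5% ± 1.42 and 88.2% ± 0.949 of nuclei, S phase 9.44% ± 0.903 and 9.26% ± 0.729, and G2/M 3.01% ± 1.08 and 2.56% ± 0.991. Their exact permutation p-values were 0.486, 0.743 and 0.571. The unthinned means in cluster 5 were 89.9% and 91.0% in G1, 8.07% and 7.58% in S phase, and 2.04% and 1.39% in G2/M.

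**Figure D4:**
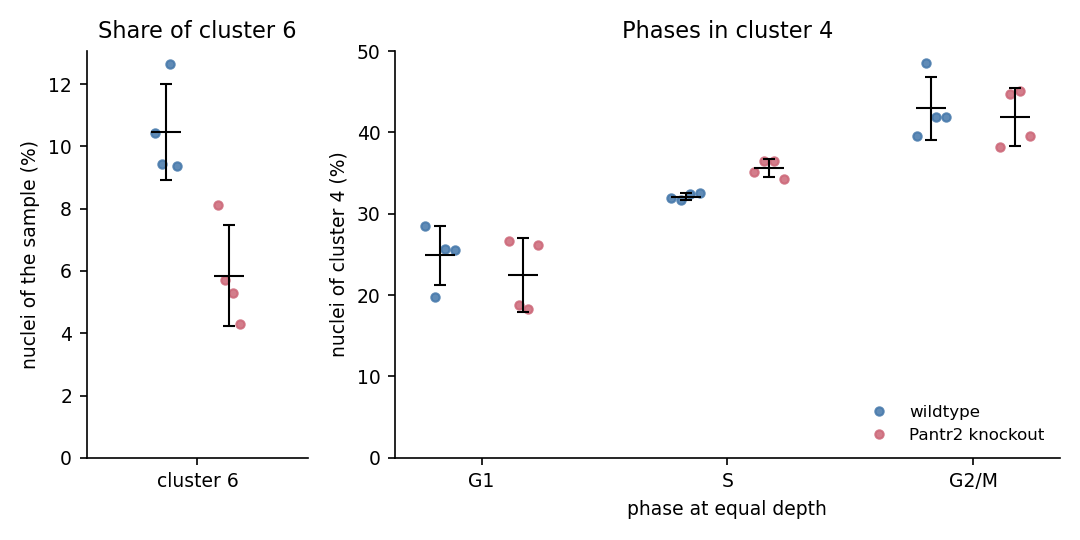
Left, the share of a sample's nuclei in cluster 6 (vertical axis, %); right, the share of cluster 4 nuclei in G1, S and G2/M (horizontal axis) at equal depth (vertical axis, %), with 1 point per sample, wildtype in blue and knockout in red, and black bars for the mean and SD. The cluster 6 means are 10.5% and 5.85%, and the S phase means in cluster 4 are 32.1% and 35.6%.

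The share of nuclei with at least 1 UMI of Mki67 or Top2a, transcripts of cycling cells, was measured at the same depth. In cluster 4 it was 42.7% ± 3.87 in the wildtype and 44.1% ± 3.93 in the knockout samples (n = 4, exact permutation p of 0.686). In cluster 5 it was 5.98% ± 1.70 and 6.14% ± 0.552 (exact permutation p of 0.886). Cluster 3, of neurons that do not divide, gave 4.00% ± 0.598 and 4.77% ± 1.18 as background, so the cluster 5 values lay close to background. The median depths were 2862 and 2973 UMIs in cluster 4, 2254 and 2524 in cluster 5, and 3080 and 2939 in cluster 3. Without thinning the shares were 58.6% and 61.9% in cluster 4, 10.2% and 11.1% in cluster 5, and 9.0% and 10.7% in cluster 3.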

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

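The tests of Kcnip4 and Unc5c between clusters, the tests on their explanations, the phases from the deposited angle and the tests on samples that stand apart were chosen after the results were seen.

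Kcnip4 and Unc5c fell more in cluster 2 than in any other cluster. The log2 change of Kcnip4 lay above that in cluster 2 by 2.89 in cluster 1, 3.54 in cluster 3, 2.35 in cluster 4, 2.72 in cluster 5, 2.71 in cluster 6 and 3.73 in cluster 7. For Unc5c the differences were 1.76, 3.21, 2.25, 2.96, 2.19 and 2.66 in the same order. Each of the 12 differences had an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 samples allow, and 0.0286 after adjustment over the 12. Both genes were picked because they changed most in cluster 2, so these p-values are too favourable. One technical explanation is that nuclei rich in these transcripts were placed in another cluster in the knockout samples, which would raise the transcripts there. The 599 genes called lower in cluster 2 had mean log2 changes between -0.421 and -0.253 in the other 6 clusters, lower in each of them (exact permutation p of 0.0286 in each). These genes were picked in the same 8 samples, so these p-values are too favourable. A difference shared by all clusters of a sample would lower them elsewhere too. The values thus show a decrease beyond cluster 2 for the set but cannot tell whether a move adds to it. Whether a move explains Kcnip4 and Unc5c themselves stays open. Kcnip4 was higher by 0.161 in cluster 3 and by 0.353 in cluster 7 (exact permutation p of 0.571 and 0.543). Unc5c changed there by -0.0898 and -0.636 (exact permutation p of 0.686 and 0.257). In clusters 1, 4, 5 and 6 both genes were lower, whereas a move there would raise them. Kcnip4 changed by -0.486, -1.02, -0.662 and -0.663 in that order (exact permutation p of 0.0571, 0.0286, 0.0286 and 0.114). Unc5c changed by -1.54, -1.04, -0.341 and -1.11 (exact permutation p of 0.0286, 0.0571, 0.171 and 0.0571). A second explanation is that cluster 2 holds other kinds of neurons in the 2 groups. Of the 10 genes that lead cluster 2, 6 were called between the groups, so a change of expression within 1 kind of neuron and a change in which neurons the cluster holds cannot be told apart. A biological effect of the genotype on these genes stays open and was not tested apart from these.

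The deposited cell cycle angle, which served only as an alternative to the phases scored from genes, placed 47.7% ± 2.95 (SD, n = 4) of the wildtype and 56.2% ± 1.41 of the knockout nuclei of cluster 4 in S phase. The difference of 8.56 percentage points had an exact permutation p of 0.0286, the smallest possible, and 0.0857 after adjustment over 6 tests, of which at least 4 must reach the smallest p to come below 0.05. The share in G2/M by the angle differed by -6.30 percentage points in cluster 4, with the same p and adjusted p. Scored from genes, the G2/M share differed by -1.08 (exact permutation p of 0.657), so the 2 scorings part there. In S phase all 4 knockout samples lay above all 4 wildtype samples under both scorings. A difference in depth between the groups could raise such a share. With every nucleus thinned to the same depth the difference scored from genes was 3.50 percentage points, which argues against depth as its cause. The angle was used as deposited, without thinning, so the same check was not run on it. An effect of the genotype on the cell cycle stays open, as does a difference in developmental stage.

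The per-sample values reported were tested for a single distant sample in each group of 4, from depths, shares and phases to the genes in the fits where they are named, the fixed list in all 8 fits and the sums of genes. In 20 of 342 groups 1 sample stood apart from the other 3. Chance flags about 1 in 20 groups, or 17.1 here, and as many as 20 had a one-sided binomial p of 0.268, which takes the groups as independent although many share genes and samples. Most or all of these may thus be chance. Of the 20, 5 rest on at most 3 UMIs in the group, which are Gm28438 in cluster 3 (0.201 CPM in wildtype replicate 2), in cluster 6 (0.359 in wildtype replicate 4) and in cluster 7 (0.432 in wildtype replicate 4), Tpm3-rs7 in cluster 7 (0.432 in wildtype replicate 4) and Sfta3-ps in cluster 4 (0.346 in knockout replicate 1). Among the others, Rgs6 in cluster 2 took 1477 CPM in knockout replicate 2 against 1098 to 1149 in the other knockout samples, and its call there is lost without that sample. Uxs1 stood apart in knockout replicate 1 over all nuclei (94.1 CPM), in wildtype replicate 3 in cluster 4 (103), in wildtype replicate 1 in cluster 5 (75.3) and in knockout replicate 4 in cluster 6 (137). Phgdh did so in wildtype replicate 4 in cluster 1 (13.5 CPM) and in wildtype replicate 2 in cluster 2 (23.3). Single cases were Fhl2 in cluster 2 (3.26 CPM in wildtype replicate 3), Tgfbrap1 in cluster 5 (25.1 in wildtype replicate 1) and Dok2 in cluster 6 (7.86 in wildtype replicate 1). In knockout replicate 1 stood Gm42743 in cluster 5 (12.6 CPM), Gm17167 in cluster 7 (9.82), Nck2 in cluster 1 (323) and Ttr over all nuclei (2.46). No cause other than chance was tested for these genes.

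Knockout replicate 1 held 7 of the 20 distant values, among them the summed interneuron list over all nuclei, with 235.0 CPM against 77.1 to 91.7 in the other knockout samples and 164 to 225 in the wildtype samples. In knockout replicate 1, 99.4% of the UMIs of mt-Nd3 and Gm28438 lay at Gm28438, as in the other knockout samples. This argues against a swap with a sample of the wildtype group. A mitochondrial difference would follow the maternal line, so it does not check the genotype of knockout replicate 1. The low depth of that sample is argued against by knockout replicate 4, which held fewer UMIs and had a sum of 91.7 CPM. Of the 11 genes, 9 were highest in knockout replicate 1 among the knockout samples, so most genes of the list share in the high sum. The sample was picked for that sum, so the 2.75 genes that chance gives an unpicked sample are no fair comparison. More RNA or cells of interneurons in that sample than in the other 3 could give this pattern but was not tested apart from the sum. Whether such a difference would come from dissection or from the embryo stays open, and chance is not excluded.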

How the results depend on the processing

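Phases from the deposited angle and nuclei with a doublet score under 0.25 were chosen as alternatives after the data were seen, and all other alternatives before.

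Of 828 alternative values computed for 94 results, 755 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. Shares and phases gave 81 of these values, of which 72 stayed. Their exact tests could hardly pass the threshold, so their side of it was largely fixed beforehand. Single genes gave 615 values, of which 585 stayed, and many of these genes were named for their large changes. The 755 thus overstates how far the results were put to the test. Median-of-ratios size factors and dropping the filter on low counts changed no call of the 77 gene results. Every gene called both under an alternative and in the reported fit changed in the same direction, among them 727 shared with the DESeq2 test and 262 with the fit that left out knockout replicate 3.

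The number of called genes over all nuclei was 1215 with the DESeq2 Wald test. It was 1344 with the replicate number as a block, which also gave 652 in cluster 3, 253 in cluster 6 and 255 in cluster 7. On the fixed list the block gave 9 calls over all genes and 14 over the list alone, and Xist as a covariate gave 7 and 11. The block added the calls of Pantr1 over all nuclei and in cluster 6, and of Nfix over all nuclei and in clusters 1 and 2, and removed that of Phgdh in cluster 5. It changed no other call of a gene reported here.

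Leaving out 1 sample at a time gave between 263 and 994 called genes over all nuclei. The ranges were 335 to 647 in cluster 1, 738 to 1074 in cluster 2, 192 to 438 in cluster 3, 316 to 534 in cluster 4, 101 to 189 in cluster 5, 51 to 148 in cluster 6 and 63 to 142 in cluster 7. Fixed-list calls ranged from 2 to 7 over all genes and from 3 to 10 over the list alone. Fewer samples give fewer calls by construction, but the rise to 994 without knockout replicate 4 does not follow from that, and its cause was not tested. Single calls lost in this way were Nts and Hbb-y over all nuclei, Pantr1 and Phgdh in cluster 5 and Rgs6 and Ebf1 in cluster 2. The DESeq2 test removed the call of Ebf1 in cluster 2.

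The share of cluster 6 passed the threshold only in edgeR's test on numbers of nuclei, with a log2 change of -0.839. The exact tests could not pass it for 1 cluster by construction. Its difference lay between -5.37 and -3.89 percentage points when a sample was left out. The sign-flip test over 4 pairs cannot go below 0.125.

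Small differences changed direction. Pantr1 in cluster 3 came to -0.002 with the block, -0.097 with Xist as a covariate and -0.187 when a sample was left out. Over 13 alternatives Pantr1 ranged from -0.008 to 0.061 in cluster 4 and from -0.433 to 0.027 in cluster 7. Rgs6 over all nuclei ranged from -0.078 to 0.107 when a sample was left out. The difference in the S share of cluster 5 ranged from -0.567 to 0.161 and that in the G2/M share of cluster 4 from -2.22 to 0.769 percentage points when a sample was left out. By the deposited angle the differences in cluster 5 were -2.79 in G1, 1.15 in S and 1.64 in G2/M. By nuclei with no UMI of Mki67 or Top2a, the G1 difference in cluster 5 was -0.163. None of these passed its threshold under any of these settings, and the cause was not tested.

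The doublet caller Scrublet and other Leiden clusterings were not run, because deposited clusters were used and the deposited doublet scores were already limited. The share among named clusters gave no value for cluster 6, which has no name. The alternatives for the targeted gene were not run. Simulated log2 changes of 1 were recovered in between 77.5% (cluster 6) and 92% (cluster 3 and all nuclei) of genes, so some changes of that size are missed in each fit. Recovery did not follow the number of nuclei, since cluster 7, with the fewest, gave 84% and cluster 2 gave 85.5%, against 89% in cluster 5.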

Other observations

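Apart from the counts of called genes in other splits of the samples, the tests below were chosen after the results were seen.

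The 8 samples can be split into 2 groups of 4 in 35 ways. The real split gave the most called genes over all nuclei and in each of clusters 1 to 7, so in each of these 8 fits 1 of the 35 splits gave as many. The largest count in another split was 84 over all nuclei and 31 in cluster 5, and at most 8 in the remaining clusters. The 7 other splits that part all 4 same-numbered pairs, as the real one does, gave 0 calls in each fit.

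The decrease of mt-Nd3 and the increase of Gm28438 mirror each other. Summed, both genes took 194 ± 115 CPM in the wildtype and 248 ± 107 in the knockout samples (n = 4, exact permutation p of 0.457), so UMIs of mt-Nd3 counted at its near-identical copy could explain both changes. Less mitochondrial RNA is argued against by the 12 other mitochondrial genes with at least 1000 UMIs per sample, whose log2 changes lay between -0.456 and 0.285, with 0 called and 1 at an unadjusted p under 0.05. In every cluster of every knockout sample at least 97.7% of the UMIs of both genes lay at Gm28438, and at most 0.328% in any wildtype sample. This all-or-none pattern is consistent with a variant of the mitochondrial genome against the reference in the knockout samples. The reads were not used here, so the variant itself was not seen. Mitochondria come from the mother, and such a difference would follow the maternal line, not the knocked-out gene.

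Gm9347 and Phgdh behaved alike. Their sum was 36.5 ± 6.65 CPM in the wildtype and 38.7 ± 7.43 CPM in the knockout samples (n = 4, exact permutation p of 0.629), so UMIs of Phgdh counted at its near-identical copy may account for Gm9347. Phgdh alone differed over all nuclei by less than the spread between replicates (exact permutation p of 0.400) and was called lower in clusters 1, 2, 3 and 5, with log2 changes of -1.22, -0.97, -1.21 and -0.98. The calls in clusters 1, 2 and 3 stayed under each of 13 alternatives. The call in cluster 5 stayed under 7 of 13, with an edgeR-adjusted p between 0.00742 and 0.113, and was lost with the replicate block (0.0574) and without wildtype replicate 2, 3 or 4 or knockout replicate 2 or 3. In these 4 clusters the sum of both genes had log2 differences between -0.48 and -0.27, with exact permutation p-values from 0.0571 to 0.257. Whether the copy accounts for all of the decrease of Phgdh there stays open. For Tpm3-rs7 the sum with Tpm3 rose from 71.5 ± 4.50 to 102 ± 5.56 CPM, higher in 4 of 4 knockout samples (exact permutation p of 0.0286, the smallest possible), and rose with the same p in each of the 7 clusters. That argues against UMIs of Tpm3 merely moving to the copy with their sum kept. Tpm3 alone went from 71.1 ± 4.45 to 63.4 ± 2.34 CPM over all nuclei (exact permutation p of 0.0571). It was called lower in cluster 1 (log2 change of -0.346, edgeR-adjusted p of 0.0137) and cluster 5 (-0.393, 0.0368). In the other clusters it was not called, with log2 changes between -0.129 and 0.188. A move of part of its UMIs thus stays open. Reads that match both genes equally are discarded by some counting programs, and a variant that ends such a tie remains open.

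Called genes lay next to each other along the chromosomes more often than in other splits. Among the 732 called genes, 93 neighbouring pairs did not overlap. The same number of leading genes held between 26 and 59 such pairs in the other splits, so 1 of 35 splits held as many, and at most 55 in 1000 random placements. Since the 93 pairs leave out overlapping genes, reads shared by overlapping genes are argued against. Stretches of the genome that differ between the strains of both groups are a candidate explanation, with 10 windows holding 128 called genes. The windows with the lowest p were chromosome 14 from 70 to 80 Mb (21 of 60 genes called), chromosome 1 from 0 to 10 Mb (10 of 20) and chromosome 14 from 110 to 120 Mb (9 of 17). The labels give the same strain for both groups, so differing stretches would be remnants of another background, which was not tested on sequence. DNA around the targeted gene carried along with it is argued against for 8 of the 10 windows, which lie on other chromosomes. The window from 40 to 50 Mb of chromosome 1 lies around the targeted gene. Over all nuclei it held 2 called genes of 26 (hypergeometric p of 0.400). The windows were tested over all nuclei only. In cluster 5, Pantr1, Gm20646, Gm28175 and Gm29260 of this window were called, with log2 changes of -0.492, 1.67, -0.798 and -0.608. Gm28175 was also called in cluster 6 (-1.136). DNA carried along thus stays open for this window, as for the windows on chromosome 1 below 20 Mb. The other 604 called genes lie outside the 10 windows. Neighbouring genes are not independent, so the count of 732 overstates the number of separate changes.

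A difference in cluster shares could change sums over all nuclei. Of the 732 called genes, 567 (77.5%) were also called in the same direction within a cluster, which argues against a difference in cluster shares as the cause for those genes. For the other 165 it stays open.

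Of 18 marker lists, 17 had at least 3 genes tested, and the summed CPM of none passed the adjustment (lowest adjusted p of 0.121, exact permutation tests), which needs at least 10 of the 17 tests at the smallest p and so decides little. The smallest possible p of 0.0286 was reached by 4 lists, among them the subplate list (log2 difference of 0.49), the oligodendrocyte precursor list (-1.47, with 4 of 4 genes lower and 2 called) and the endothelial list (-0.30). The ventral striatal list had 6 of 6 genes lower and 3 called, and its sum went from 69.2 ± 18.7 to 44.2 ± 6.92 CPM (exact permutation p of 0.0571). Its most abundant gene, Ebf1, changed by -0.58 with an edgeR-adjusted p of 0.137, which lay between 0.0378, with Xist as a covariate, and 0.321 over 15 alternatives and was 0.0455 without wildtype replicate 3. Ebf1 was called lower in cluster 1 (log2 change of -1.31, edgeR-adjusted p of 3.93e-04), under each of 13 alternatives. It was also called lower in cluster 2 (-1.38, 0.0477), where the call stayed under 6 of 13 alternatives, with an edgeR-adjusted p between 0.00136 and 0.150. That call was lost with the DESeq2 test (0.0998) and without wildtype replicate 1, 2 or 4 or knockout replicate 2, 3 or 4, and the log2 change was -0.87 without wildtype replicate 4. Of these 6 genes 3 reach 10 CPM in a named cluster and 0 are on another list. The interneuron list, also of ventral origin, had 10 of 11 genes lower and 3 called, with a log2 difference of -0.79 in its sum (exact permutation p of 0.143), which was -1.16 without knockout replicate 1, where the sum of 235.0 CPM lay above that of each wildtype sample. The sums of both lists were lower in all 7 clusters. Less RNA or fewer cells of ventral tissue in the knockout samples could give this, but neither sum passed the threshold and dorsal cells express part of both lists, which keeps it open.

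Hbb-y, an embryonic globin chosen after its values were seen, rose from 5.35 ± 2.50 to 25.3 ± 14.2 CPM, with a log2 change of 2.25 and an edgeR-adjusted p of 0.0149. That p lay between 6.60e-04 and 0.0529 over 15 alternatives, and the call was lost without wildtype replicate 4 (0.0529). More blood RNA in the knockout samples is argued against by 4 other globins, whose sum had a log2 difference of -0.40 (exact permutation p of 0.314). Hbb-y took 1.28% ± 0.783 of globin UMIs in the wildtype and 7.72% ± 4.79 in the knockout samples, higher in 4 of 4 (exact permutation p of 0.0286, the smallest possible). Younger embryos in the knockout group might show this, and so might a globin variant between backgrounds. The design has no stage series, so these cannot be told apart.

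The lower share of cluster 6 could come from doublets placed in the cluster. Over nuclei with a doublet score under 0.25 the difference was -4.52 percentage points, which argues against that. A difference in dissection between groups would change transcripts of neighbouring tissue, and 3 ventral striatal genes were called lower in the knockout samples. The choroid plexus list had 4 of 4 genes lower and 0 called. Its sum went from 56.2 ± 59.1 to 12.4 ± 2.95 CPM, a log2 difference of -1.60 (exact permutation p of 0.0571), which was -0.95 without wildtype replicate 3. Ttr, the most abundant gene of that list, gave 127 and 36.6 CPM in wildtype replicates 3 and 4 and at most 2.46 CPM in each of the other samples. Its log2 change was -6.04 with an edgeR-adjusted p of 0.0790, which lay between 0.0305, with the DESeq2 test, and 0.223 over 15 alternatives, and was 0.0403 without wildtype replicate 1 and 0.0462 without wildtype replicate 2. The thalamic list moved the other way, with 3 of 3 genes higher and 2 called, and its sum went from 154 ± 29.5 to 201 ± 31.9 CPM (exact permutation p of 0.0857). Its most abundant gene, Tcf7l2, hardly changed over all nuclei (log2 change of 0.003), so the rise rests on the other 2 genes. Tcf7l2 was called lower in cluster 5 (-0.771, edgeR-adjusted p of 0.0105). All 3 genes of the thalamic list reach 10 CPM in a named cluster, so dorsal cells express them. The cortical hem list had a log2 difference of 0.18 in its sum (exact permutation p of 0.0571). These sums move both ways. The labels give 1 dissection and 1 stage for both groups, so dissection, stage and genotype cannot be told apart here.

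Gm20646 (ENSMUSG00000093436; chromosome 1, 42734085 to 42783951) was chosen after its values were seen. It rose from 14.7 ± 1.07 to 45.0 ± 4.17 CPM, a log2 change of 1.62 ± 0.08 with an edgeR-adjusted p of 2.11e-06, and stayed called under each of 15 alternatives. Gm20646 lies between Pantr1, which ends at 42734002, and Mrps9, which starts at 42890393, among the genes around the targeted locus. It was not on the fixed list. The absence of calls on that list over all nuclei thus does not show an unchanged locus. Whether the rise comes from the altered locus was not tested. The annotation on GRCm38 places the gene with this identifier over other genes on both strands, and the counting is not stated to use strand, so its level is uncertain.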
